# Transcriptome of dorsal root ganglia caudal to a spinal cord injury with modulated behavioral activity

**DOI:** 10.1038/s41597-019-0088-4

**Published:** 2019-06-07

**Authors:** Julia H. Chariker, Cynthia Gomes, Fiona Brabazon, Kathryn A. Harman, Sujata Saraswat Ohri, David S. K. Magnuson, Scott R. Whittemore, Jeffrey C. Petruska, Eric C. Rouchka

**Keywords:** Spinal cord injury, High-throughput screening, Transcriptomics

## Abstract

Spinal cord injury (SCI) is a devastating clinical condition resulting in significant disabilities. Apart from local injury within the spinal cord, SCI patients develop a myriad of complications including multi-organ dysfunction. Some of the dysfunctions may be directly or indirectly related to the sensory neurons of the dorsal root ganglia (DRG), which signal to both the spinal cord and the peripheral organs. After SCI, some classes of DRG neurons exhibit sensitization and undergo axonal sprouting both peripherally and centrally. Such physiological and anatomical re-organization after SCI contributes to both adaptive and maladaptive plasticity processes, which may be modulated by activity and exercise. In this study, we collected comprehensive gene expression data in whole DRG below the levels of the injury to compare the effects of SCI with and without two different forms of exercise in rats.

## Abstract (summary)

**Table:** 

Design Type(s)	gene expression analysis objective • stimulus or stress design • transcription profiling design
Measurement Type(s)	gene expression
Technology Type(s)	RNA sequencing
Factor Type(s)	Spinal Cord Injury • Exercise • biological replicate
Sample Characteristic(s)	Rattus norvegicus • dorsal root ganglion

Machine-accessible metadata file describing the reported data (ISA-Tab format)

## Background & Summary

Injury to the spinal cord leads to many complications, ranging from the more observable such as loss of motor control, to the less observable, such as multi-organ dysfunction, chronic pain, and autonomic dysregulation. With reduced or absent descending control (pathways originating in the brain that project onto the spinal cord^1^, leading to what is known as supraspinal input) following SCI, spinal circuitry becomes highly reliant on information coming from the periphery and carried by the sensory neurons^2^. This makes understanding the response of sensory neurons to SCI and treatments of paramount importance. A growing body of work indicates that although the vast majority of spinal sensory neurons housed in DRG do not appear to be directly injured by SCI, alterations in sensory neuron anatomy and physiology not only contribute to life-threatening conditions that develop after SCI but also contribute to some forms of recovered functions. Below the level of injury, some sensory neurons undergo intra-spinal axonal sprouting which provides new input to spinal circuitry^3,4^. In one example, sprouting of nociceptive axons with concomitant SCI-induced loss of descending controls allows sensory neurons unchecked access to sensory, autonomic, and motor circuitry, which contributes to chronic pain, autonomic dysreflexia, and impaired locomotion^5–7^. However, such plasticity can also be beneficial in enhancing outcomes of locomotor training, where inputs from skin and muscle are major drivers^8–10^. In addition to inducing intra-spinal axonal sprouting, SCI also leads to persistent hyperexcitability and spontaneous activity in some neuronal cell bodies and peripheral branches of DRG neurons^11^, which could be a major contributor to developing chronic pain and autonomic dysregulation.

Previous studies have shown spontaneous improvement in locomotor function following sufficient “in-cage activity” after SCI^12–15^. Therefore, as a control, this study analyzed DRG from rats housed in locomotor-restricting (tiny) cages where in-cage activity was reduced by 75–80% for both SCI and naïve groups (DSKM, unpublished observations). This type of housing mimics the clinical situation in which patients are bed- and wheelchair- bound for weeks or months following injury. Spinal cord injured rats, all of which were housed in tiny cages, were divided into two injury groups: contusion SCI (CONT SCI), which resulted in some sparing of supraspinal input, and complete spinal cord transection (TX SCI), which resulted in the total loss of descending, supraspinal input. In addition, subsets of CONT SCI animals were randomly assigned to two exercise training paradigms: swimming (SWIM) and shallow water walking (SWW). These models of enhanced activity/exercise training have beneficial effects in terms of recovery of function and complement our previous study of transcriptional responses in liver^14–18^. Further, several clinical and pre-clinical studies suggest that physical activity and exercise can be effective in enhancing recovery of function and attenuating SCI-induced neuropathic pain and autonomic dysregulation in both humans and rodents^7,19–22^. Exercise training ameliorates chronic pain in rodents and is associated with reducing SCI-induced intra-spinal axonal sprouting of subsets of afferents^7,20^. Exercise can also influence sensory neuron function and transcription in intact, nerve-injured, and SCI conditions^7,23,24^. Intrinsic changes in gene expression could underlie SCI-induced neuronal plasticity (sprouting and sensitization) in DRG neurons and the prevention/reversal with exercise.

These data were collected to evaluate the transcriptomic changes in DRG below the level of SCI and to better understand how this profile is altered with exercise training. Because the study was designed to identify broad effects at the transcriptional level, as opposed to organ/tissue/segment-specific effects, bilateral DRG from many segments below the injury were pooled within animals. Our technical validation indicates that the data are of high quality with gene expression occurring in expected gene regions. UCSC Genome Browser expression tracks are available with the raw data to facilitate exploration of the samples. The data described in this paper are offered to the scientific community as a valuable resource for future investigations into the molecular changes in DRG occurring in SCI-induced pathologies.

## Methods

### Animals

All animal procedures were performed in accordance with the Public Health Service Policy on Humane Care and Use of Laboratory Animals (Institute of Laboratory Animal Resources, National Research Council, 1996) and the University of Louisville Institutional Animal Care and Use Committee. Female Sprague Dawley rats of body weight 235–249 g (~8 to 9 weeks old) were obtained from Sprague Dawley, Inc. (Indianapolis, IN). We chose to work exclusively with female adult rats to control for transcriptomic responses related to age and gender. Also, in our experience, female rats recover more quickly from surgery and are more motivated to exercise, providing better outcome measures for our experimental purposes. All rats were housed initially in standard cages and maintained in a continuous 12 h-light/dark cycle. Tap water and a standard rodent diet were available to all rats *ad libitum*.

### Experimental design and SCI

The experimental workflow is displayed in Fig. 1 with the experimental timeline for SCI with and without exercise, given in greater detail in Fig. 2. Prior to the study, 24 animals were randomly assigned to five groups: naïve (No SCI, 4 replicates), T2 transection injury (TX SCI, 4 replicates), T2 contusion injury (CONT SCI, 6 replicates), T2 contusion injury followed by swimming as exercise (CONT SCI + SWIM, 5 replicates), T2 contusion injury followed by shallow water walking as exercise (CONT SCI + SWW, 5 replicates). Throughout the study, rats were doubly-housed with animals in the same experimental group.

**Fig. 1:**
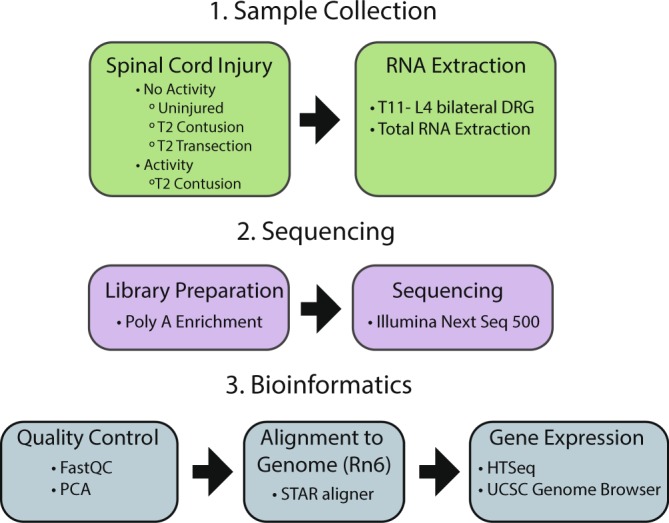
Experimental workflow. (1) Rats received a contusion SCI, a transection SCI, or no SCI. A subset of rats with contusion SCI were exposed to swimming or shallow water walking exercise training after injury. RNA was extracted from both the left and right dorsal root ganglia (DRG) at T11 through L4. (2) RNA samples were subjected to poly A enrichment and sequenced on an Illumina NextSeq 500. (3) The bioinformatics workflow included a quality control analysis, alignment to the *Rattus norvegicus* (Rn6) reference assembly, and gene expression analysis with UCSC Genome Browser visualization.

**Fig. 2:**
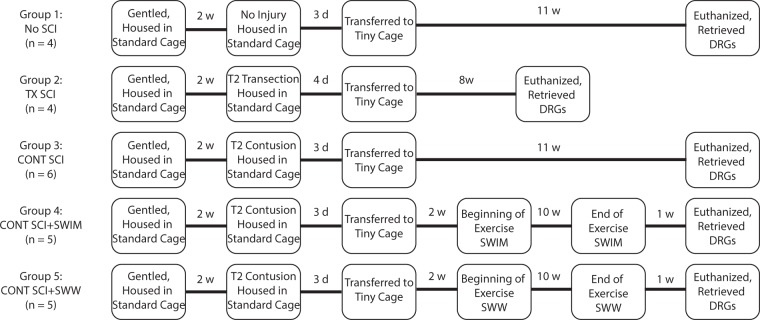
Experimental Paradigm. Rats were gentled for two weeks. After two weeks, a moderate-severe T2 contusion (Groups 3, 4 and 5) or complete T2 transection (Group 2) was performed. After 3~4 days, rats in all groups were transferred to tiny cages. Two weeks post-transfer, a subset of rats with contusion SCI were given swimming or shallow water walking exercise training for 10 weeks (5 days per week). All groups were euthanized after designated time points for terminal assessments.

All rats were initially gentled and acclimatized to testing and exercise facilities for two weeks. After this period, animals were anaesthetized with ketamine (50 mg/kg)/xylazine (0.024 mg/kg)/acepromazine (0.005 mg/kg) cocktail (IP) and glycopyrolate (0.08 mg/kg, IM) was given prior to SCI surgeries. For all injury groups (both TX SCI and CONT SCI), a dorsal midline incision was made in the superficial muscle overlying the T1-T3 vertebrae. A single level laminectomy was performed on the T2 vertebra; dura mater was kept intact. For animals in the TX SCI group, complete transection of the spinal cord at T2 was performed with a scalpel. Animals in the CONT SCI group received a moderately-severe contusion injury (25 g-cm) at the T2 spinal cord level using the NYU Impactor^25,26^. Injured animals were monitored on heating pads until they recovered from the anaesthesia. Rats were then double housed in standard cages with ALPHA-dri® bedding (Shepherd’s^TM^ Specialty Paper, Milford, NJ). Post operative care consisted of prophylactic antibiotics (gentamicin sulphate, 20 mg/kg, SC), given for 7 consecutive days. For pain management injured animals received buprenorphine (0.03 mg/kg, SC) twice daily for three days and as needed thereafter. Animals were also given 5 ml boluses of lactated Ringer’s solution for three days (and as needed for hydration thereafter). Manual bladder expression was performed thrice daily for each animal until reflexive voiding was re-established.

Three days after injury, all animals (naïve included) were doubly-housed with animals in the same experimental group in tiny cages (7.5′′ × 8.5′′ × 8′′) rather than standard cages (22′′ × 12.5′′ × 8′′) to restrict their overground locomotion for the duration of the study. If mortality resulted in an odd number of animals, then an injured animal not in the study was used as a cage mate. For animals in the exercise training groups, swimming or shallow water walking began 2.5 weeks post-injury and was conducted 5 consecutive days a week for 10 weeks. Animals exercised for a total of 30 minutes each day with 15 minutes of exercise in the morning and 15 minutes in the afternoon. The morning and afternoon sessions were separated by a minimum of one hour. Each 15 minute session consisted of three 5 minute periods of exercise with breaks between the periods lasting approximately 20–25 minutes.

### Tissue collection and RNA extraction

Animals were sacrificed with a ketamine overdose at 8.5, 11.5 or 13.5 weeks post-surgery depending on experimental condition (see Fig. 2). Hearts were arrested in diastole with an injection of 3 M KCl. Animals were perfused with PBS supplemented with 20% RNA*later* (Thermo Fisher Scientific, Waltham, MA). For each animal, T11-L4 DRG were retrieved from both sides of the spinal column and collected together in QIAzol (Qiagen, Germantown, MD). Total RNA from each sample was isolated with RNeasy Lipid Tissue Mini Kit (Qiagen).

### Library preparation and sequencing

1 ug of total RNA samples were used for poly A enrichment. First and second strands were synthesised followed by 3′ end adenylation. Samples were barcoded with Illumina TrueSeq adapters. 1.8 pM of barcoded library was denatured, and sequencing was performed on the University of Louisville Center for Genetics and Molecular Medicine (CGeMM) Illumina NextSeq 500 using the NextSeq 500/550 1X75 cycle high output kit.

### RNA-seq data analysis

Sequencing produced nearly a billion single end reads across the 24 samples. The vast majority of read lengths fell between 74 and 76 bases across all samples. The quality of the reads was assessed using FastQC v.0.10.1^27^, which indicated no sequence trimming was necessary. The sequences were directly aligned to the *Rattus norvegicus* reference genome assembly (Rn6) using the STAR aligner v.2.6^28^. Read counts were extracted with HTSeq version 0.10.0^29^, using Rn6 Ensembl annotations (build 93) to locate gene regions^30^. Prior to extracting read counts, mitochondrial genes were removed from the annotation file to reduce non-relevant variation in future analyses. This produced an annotation file testing 24,613 regions. 

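The deposited matrix has 24613 rows, 1 per gene region, and each row carries a different Ensembl identifier. Of these, 20189 had at least 1 count in some sample and 4424 had none in any of the 24 samples. At least 10 counts were present in every sample for 13600 genes. The gene with the most counts was the same row in all 24 samples and took 1.48% to 2.61% of a sample's counts, and the 10 genes with the most counts took 6.55% to 9.05%.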

Prior to examining expression, raw read counts were normalized using DESeq2’s default method, relative log expression (RLE)^31,32^. UCSC Genome Browser tracks were created to easily explore expression across the tested sites^33^. The tracks were created using guidelines and utilities available on the UCSC Genome Browser website. Much of this involved converting sequencing alignment files in BAM format to BigWig format, required for use on the browser.

A principal component analysis (PCA) was performed using the plotPCA function in DESeq2. Prior to the analysis, a variance stabilizing transformation was performed on the raw read count matrix to achieve similar variance at all levels of mean expression across the samples. This minimizes the effect of highly varying genes on the spread of points in the PCA plot. The PCA plot was generated using the R programming language package ggplot2^34^.

## Data Records

The data were submitted to NCBI Gene Expression Omnibus (GSE125630)^35^. This GEO project includes raw data in Fastq format, raw HTSeq^29^ counts, and UCSC Genome Browser^33^ tracks in bigwig format for all samples. This dataset is part of a larger study measuring the systemic transcriptional response to spinal cord injury, including liver^16^ and soleus muscle, all of which are included as part of a GEO superseries (GSE129704)^36^.

## Technical Validation

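RNA from whole dorsal root ganglia of 24 rats was sequenced in 5 groups, with 1 rat per sample: 4 No SCI, 6 CONT SCI, 5 CONT SCI + SWIM, 5 CONT SCI + SWW and 4 TX SCI. DRG are the clusters of sensory neuron cell bodies beside the spinal cord. The contused groups received an impact of 25 g-cm, and the exercised groups trained for 10 weeks. Tissue was collected 11.5 weeks after injury or the matching time in No SCI and CONT SCI, 13.5 weeks in the 2 exercised groups and 8.5 weeks in TX SCI, so the time of collection differs between groups and not within them. The authors deposited the number of reads that HTSeq counted on each Ensembl gene in each sample, without normalization. The counts per sample summed to between 29191327 and 33841979 in No SCI (median 30079061) and between 30462475 and 38370849 in CONT SCI (median 32731949). They summed to between 16086670 and 29709101 in CONT SCI + SWIM (median 25550757), between 20063150 and 29995120 in CONT SCI + SWW (median 28141769) and between 20040086 and 38730307 in TX SCI (median 28132902). The paper's Table 1 lists 22839371 to 54780102 input reads per sample. The values here use the counts, which hold only reads assigned to a gene. Each sample was used as 1 replicate because the paper describes separate rats. Rats shared cages with others of their group, and the paper's text does not give the cage of each rat. Cage could therefore not be modelled, and the tests treat rats as independent. The chi-square per gene between 2 samples of a group was 2.98 to 55.2 over the 47 pairs, so no pair looked like 1 library deposited again. From the counts, groups were compared by edgeR's quasi-likelihood test after TMM normalization and a filter on low counts. Principal components were computed by DESeq2's plotPCA on its 500 most variable genes after the variance stabilizing transformation. Other normalizations, filters and tests were tried for the gene counts, and other gene numbers and transformations for the PCA. The rows carry Ensembl identifiers and no gene symbols, so genes are given by identifier.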

*RNA metrics:* Sequencing generated 22.8 to 54.7 million reads/sample with a mean of 40.7 million and standard deviation of 8 million. Table 1 displays the number of raw reads successfully aligned for each of the samples. 

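Of the input reads listed for each sample in Table 1, 69.0% to 72.9% were counted on a gene (median 70.6%, n = 24). As a share of the uniquely mapped reads in Table 1, the counts made up 77.8% to 81.3%. The share of input reads counted on genes was 70.3% ± 0.28 (SD, n = 4) in No SCI, 71.5% ± 1.29 (SD, n = 6) in CONT SCI, 69.9% ± 0.71 (SD, n = 4) in TX SCI, 70.6% ± 0.28 (SD, n = 5) in CONT SCI + SWIM and 70.4% ± 0.54 (SD, n = 5) in CONT SCI + SWW. Between 16915 and 17777 genes had at least 1 count in a sample.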

The alignment rate for uniquely mapped and multi-mapped reads combined ranged from 98 to 98.6 percent with a mean of 98.4 across the 24 samples.

**Table 1:** Sequencing and alignment summary.

Sample ID	Experimental Group	Input Reads	Number Uniquely Mapped Reads	Percent Uniquely Mapped Reads	Number Multi-mapped Reads	Percent Multi-mapped Reads
No SCI, Replicate 1	No SCI	43,326,516	38,768,226	89.48%	3,919,395	9.05%
No SCI, Replicate 2	No SCI	42,009,023	37,683,145	89.70%	3,696,445	8.80%
No SCI, Replicate 3	No SCI	48,402,602	43,255,174	89.37%	4,415,622	9.12%
No SCI, Replicate 4	No SCI	41,481,052	37,178,297	89.63%	3,677,565	8.87%
Contusion SCI, Replicate 1	CONT SCI	53,820,128	48,151,362	89.47%	4,869,590	9.05%
Contusion SCI, Replicate 2	CONT SCI	43,710,401	39,145,156	89.56%	3,916,247	8.96%
Contusion SCI, Replicate 3	CONT SCI	45,022,848	40,431,294	89.80%	3,959,183	8.79%
Contusion SCI, Replicate 4	CONT SCI	43,823,672	38,905,291	88.78%	4,201,196	9.59%
Contusion SCI, Replicate 5	CONT SCI	52,408,086	46,977,110	89.64%	4,670,237	8.91%
Contusion SCI, Replicate 6	CONT SCI	46,302,615	41,341,860	89.29%	4,288,060	9.26%
Contusion SCI + SWIM, Replicate 1	CONT SCI + SWIM	36,127,931	32,173,451	89.05%	3,332,163	9.22%
Contusion SCI + SWIM, Replicate 2	CONT SCI + SWIM	22,839,371	20,305,455	88.91%	2,142,968	9.38%
Contusion SCI + SWIM, Replicate 3	CONT SCI + SWIM	28,375,965	25,194,580	88.79%	2,725,712	9.61%
Contusion SCI + SWIM, Replicate 4	CONT SCI + SWIM	42,055,999	37,629,717	89.48%	3,803,462	9.04%
Contusion SCI + SWIM, Replicate 5	CONT SCI + SWIM	38,057,288	34,067,887	89.52%	3,434,860	9.03%
Contusion SCI + SWW, Replicate 1	CONT SCI + SWW	40,038,442	35,829,624	89.49%	3,570,182	8.92%
Contusion SCI + SWW, Replicate 2	CONT SCI + SWW	42,440,037	37,813,748	89.10%	3,856,836	9.09%
Contusion SCI + SWW, Replicate 3	CONT SCI + SWW	33,579,211	30,036,726	89.45%	3,034,375	9.04%
Contusion SCI + SWW, Replicate 4	CONT SCI + SWW	28,272,049	25,189,625	89.10%	2,587,998	9.15%
Contusion SCI + SWW, Replicate 5	CONT SCI + SWW	40,461,103	36,117,639	89.27%	3,654,807	9.03%
Complete transection SCI, Replicate 1	TX SCI	28,777,268	25,745,615	89.47%	2,586,418	8.99%
Complete transection SCI, Replicate 2	TX SCI	41,441,568	36,698,047	88.55%	3,981,651	9.61%
Complete transection SCI, Replicate 3	TX SCI	54,780,102	48,712,719	88.92%	5,230,406	9.55%
Complete transection SCI, Replicate 4	TX SCI	39,452,986	34,821,163	88.26%	3,857,604	9.78%

### Quality assessment

Raw sequencing data was input to FastQC for quality assessment. All samples were deemed of high quality. In Fig. 3a, the Phred quality score per base is displayed for a representative sample from each experimental group. With the exception of the last base in some samples, the 25^th^ percentile of quality scores is at or above a Phred score of 30, reflecting 99.9 percent accuracy in base calling. When scores at the 25^th^ percentile drop below this point on the last base, they remain in the reasonable quality category. A gradual drop in quality toward the end of the sequenced read is inherent to Illumina’s approach to sequencing by synthesis^37^.

**Fig. 3:**
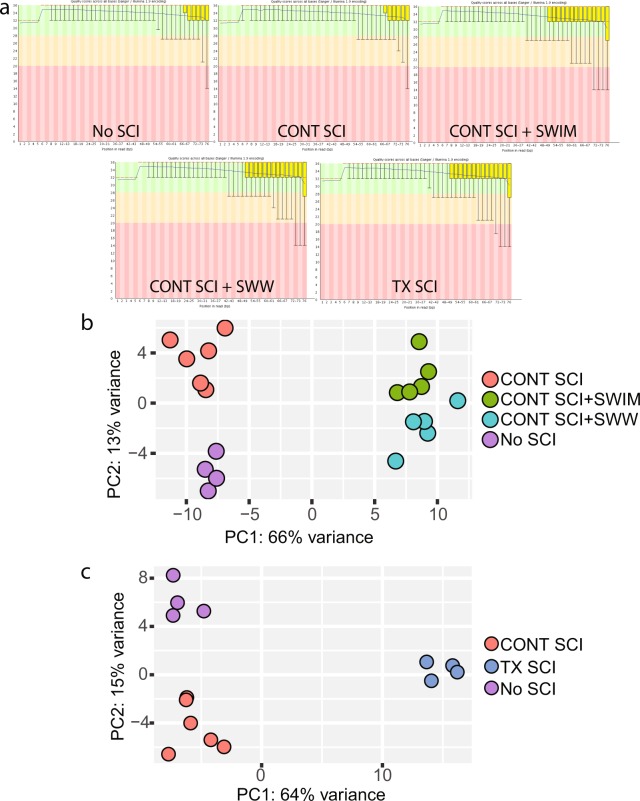
Quality control analysis. (**a**) Phred quality scores (y axis) per base (x axis) for one representative sample from each experimental group. The yellow box represents the inter-quartile range (25–75%) with the lower and upper whiskers representing the 10^th^ and 90^th^ percentiles. Scores above 28 (green) are high quality. Scores between 20 and 28 (orange) are reasonable quality, and scores below 20 (red) are poor quality. (**b**) Principal component analysis for the comparison between contusion injury and contusion injury followed by exercise training. (**c**) Principal component analysis for the comparison between the two injury models.

### Gene expression variation of biological replicates

PCA was performed to assess the within- and between-group variation of the samples. The samples were separated into two distinct comparison sets, one appropriate for an examination of the effect of exercise on SCI and one appropriate for an examination of injury severity. Figure 3b displays the PCA plot for samples comparing CONT SCI alone with CONT SCI + SWIM/SWW. Samples within each experimental group cluster together, and all experimental groups lie in different regions of the graph. 

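In the PCA of the 20 samples of this comparison, the mean silhouette width over PC1 and PC2 was 0.515. This width compares each sample's distance to its own group with that to the nearest other group and reaches 1 for fully separate groups. Permuting the group labels gave a mean as large with p = 1e-05, the smallest that 100000 permutations can give (one-sided permutation test). With log2 normalized counts in place of the variance stabilizing transformation, the mean width was 0.0762 (the same permutation test, p = 0.00057). The mean width was 0.845 for No SCI (n = 4), 0.682 for CONT SCI (n = 6), 0.450 for CONT SCI + SWIM (n = 5) and 0.118 for CONT SCI + SWW (n = 5). Of the 5 CONT SCI + SWW samples, 2 lay nearer to another group than to their own. On PC2, CONT SCI lay at 4.07 ± 1.81 (SD, n = 6) and No SCI at -6.22 ± 1.34 (SD, n = 4), without overlap (two-sided exact permutation test, p = 0.00476, the smallest that 6 against 4 samples allow; 0.00595 after Benjamini-Hochberg adjustment over the 5 axis tests). CONT SCI + SWIM lay at 1.98 ± 1.59 (SD, n = 5) and CONT SCI + SWW at -1.89 ± 2.41 (SD, n = 5), and the ranges overlapped between 0.596 and 0.730 (two-sided exact permutation test, p = 0.0159, adjusted 0.0159). With log2 normalized counts, the difference between the 2 exercise groups on PC2 fell within their spread (two-sided exact permutation test, p = 0.849). With the transformation given the groups, the mean width was 0.544, and these 2 groups did not overlap on PC2. The lowest CONT SCI + SWIM sample then lay at 0.839 and the highest CONT SCI + SWW sample at 0.193. Of the 5 other settings, 2 gave no overlap. The paper does not state the setting of its transformation, so the overlap found here need not hold in its figure. At the level of single genes, 454 of 15179 genes differed between CONT SCI + SWIM and CONT SCI + SWW at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 405 of them higher in CONT SCI + SWIM and 49 lower. With each sample of these 2 groups left out in turn, this count ranged from 123 to 811.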

Sixty-six percent of the variance is explained by the separation of CONT SCI + SWIM/SWW samples and No SCI/CONT SCI samples. 

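PC1 held 65.5% of the variance of the 500 genes and PC2 held 11.2%. The exercised samples lay between 7.69 and 13.3 on PC1, and the No SCI and CONT SCI samples between -12.9 and -8.33. The difference of the means was 20.0 (two-sided exact permutation test of 10 against 10 samples, p = 1.08e-05, the smallest these numbers allow; 5.41e-05 after Benjamini-Hochberg adjustment over the 5 axis tests). PC1 was computed from these samples, and the paper describes this grouping in its own PCA of them, so the test restates that separation. The share of PC1 depended on how many genes entered the PCA. It was 56.9% with the 2000 most variable genes and 41.0% with all genes that had a count. Between the mean of the exercise groups and the mean of No SCI and CONT SCI, 6305 genes differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2812 higher and 3493 lower after exercise. Against CONT SCI alone, 4880 genes differed in CONT SCI + SWIM (1912 higher, 2968 lower) and 6522 in CONT SCI + SWW (2833 higher, 3689 lower). The deviations of same-numbered CONT SCI + SWIM and CONT SCI samples from their group means correlated with a mean r of -0.104, and with the replicate number as a block 4301 genes differed between these groups. Most changes were below 1 on the log2 scale, and 474 of the 6305 genes reached it, 80 higher and 394 lower. Without CONT SCI replicate 2, 3193 genes were higher and 3150 lower after exercise. Without CONT SCI + SWW replicate 5, 3178 were higher and 3158 lower. The other fits that left out a sample had more lower than higher genes, as did edgeR with RLE normalization (3035 higher, 3374 lower). The exercised groups were also collected at 13.5 weeks and the others at 11.5 weeks, and time and exercise cannot be separated within this comparison. In a PCA of all 24 samples, unexercised TX SCI lay on the same side of PC1, at 8.45. CONT SCI + SWIM lay there at 7.60 and CONT SCI + SWW at 8.12. A library or sequencing batch shared by TX SCI and the exercised groups was therefore not excluded either. The paper states that this separation explains most of the variance of Fig. 3b.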

Figure 3c displays the PCA plot for samples with different types of injury. Once again, samples within each experimental group cluster together, and all experimental groups are located in different regions of the graph. 

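In the PCA of these 14 samples, the mean silhouette width was 0.778 (one-sided permutation test with 100000 permutations of the group labels, p = 2e-05). It was 0.910 for TX SCI (n = 4), 0.735 for No SCI (n = 4) and 0.720 for CONT SCI (n = 6), and every sample lay nearest to its own group. With log2 normalized counts the mean width was 0.381 (the same permutation test, p = 0.00016). CONT SCI lay at 4.68 ± 1.89 (SD, n = 6) on PC2 and No SCI at -6.59 ± 2.07 (SD, n = 4) (two-sided exact permutation test, p = 0.00476, adjusted 0.00595), and TX SCI lay between them at -0.44 ± 0.65 (SD, n = 4). Between CONT SCI and No SCI, which were collected at the same time, 1578 of 15126 genes differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1033 higher and 545 lower in CONT SCI. Of these, 162 changed by at least 1 on the log2 scale. DESeq2's Wald test called 1913 genes. No SCI rats were naïve, and the paper describes no sham surgery. Comparisons with No SCI therefore cannot separate the injury from the surgery and the care after it. Among genes with a mean log2 CPM of at least 1 whose CONT SCI and No SCI samples did not overlap, the largest rise was in ENSRNOG00000006151, from 0.451 ± 0.113 CPM (read counts scaled to library size; SD, n = 4) to 9.82 ± 7.56 (SD, n = 6), a log2 fold change of 4.44 (standard error 0.87, adjusted p = 0.0029 from the same edgeR test). ENSRNOG00000006360 rose by 2.61 on the log2 scale (standard error 0.51, edgeR adjusted p = 0.00306). The largest falls were in ENSRNOG00000051023, with a log2 fold change of -1.24 (standard error 0.22, edgeR adjusted p = 0.00116), and ENSRNOG00000021814, with -1.09 (standard error 0.23, edgeR adjusted p = 0.00554). Reads these 4 genes share with near-identical or overlapping genes could not be examined from counts. These 4 genes were chosen for no overlap between the groups, so leaving out 1 sample could not reverse their direction. Their edgeR adjusted p stayed under 0.05 with each CONT SCI or No SCI sample left out in turn. They were chosen from these same samples, so this is not an independent check.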

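On PC1 of the injury comparison, which held 64.6% of the variance, the 4 TX SCI samples lay between 15.2 and 18.1, and the No SCI and CONT SCI samples between -8.31 and -3.86. The difference of the means was 23.3 (two-sided exact permutation test, p = 0.000999, the smallest that 4 against 10 samples allow; adjusted 0.0025 over the 5 axis tests). As in the exercise set, PC1 was computed from these samples and the paper describes this grouping, so the test restates that separation. PC2 held 13.8%. The share of PC1 was 45.2% when all genes with a count entered the PCA. Between TX SCI and the mean of No SCI and CONT SCI, 6313 genes differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3196 higher and 3117 lower in TX SCI. Of these, 548 changed by at least 1 on the log2 scale, 182 higher and 366 lower. TX SCI differed from No SCI at 5271 genes and from CONT SCI at 6113. TX SCI was collected at 8.5 weeks and the other groups at 11.5 weeks, so the severity of the injury and the time of collection change together here. A library or sequencing batch that TX SCI shares with the exercised groups was not excluded either.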

Sixty-four percent of the variance is explained by the distinction between TX SCI samples, the more severe SCI, and No SCI/CONT SCI samples.

Gene expression was confirmed in SCI samples for genes relevant to sensory functions of particular interest. Genes associated with ion channels, solute carriers, and axonogenesis were selected from Ensembl (version 93) and Rat Genome Database gene function descriptions for rat^30^. Genes identified as pain markers were selected from the Pain Research Forum^38^. In Fig. 4, mean expression for the CONT SCI samples is displayed for the highest expressed genes in each functional category. Mean expression for No SCI is included as a comparison. UCSC Genome Browser tracks for the CONT SCI samples positioned at *Calca (CGRPα)* are shown in Fig. 5. Gene expression appears to be consistent for both the transcript variants at all the locations across the six CONT SCI samples, suggesting strong intra-group consistency.

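The row of Calca was not identified by name here, and gene counts do not separate transcript variants, so consistency among the 6 CONT SCI samples was measured over all genes. Across 14711 genes with a mean of at least 10 counts, Pearson's r of log2 normalized counts between pairs of CONT SCI samples ranged from 0.987 to 0.994 over 15 pairs, with a median of 0.992. Pairs of a CONT SCI and a No SCI sample had r from 0.981 to 0.992 over 24 pairs. These correlations are across genes, which are not independent replicates. The median coefficient of variation over the 6 samples was 10.2% for 6229 genes with a mean normalized count from 100 to 1000, 7.94% for 4976 genes from 1000 to 10000 and 8.67% for 419 genes of at least 10000. In the highest class, the upper decile of the coefficient was 15.3%. Replicate 4 differed most from the others, with a mean r of 0.988 to the other 5 samples. Without it, the median coefficients were 8.05%, 5.38% and 6.16%. From the tracks, the paper proposes consistency within the group.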

**Fig. 4:**
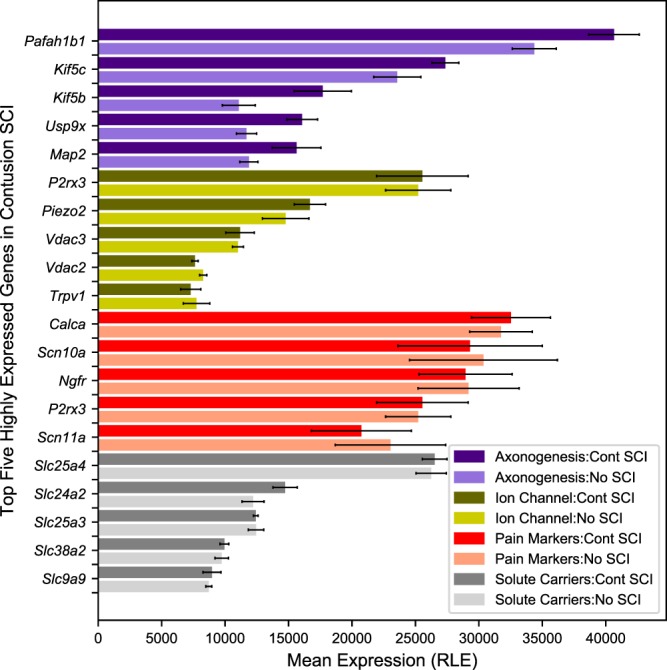
Gene expression in functional categories relevant to likely mechanisms of sensory neuron sprouting and sensitization. The five genes with highest mean expression across the six contusion injured (CONT SCI) samples are displayed for each category. Mean expression for No SCI is included as a comparison. Read counts are normalized using DESeq2’s relative log expression (RLE).

**Fig. 5:**
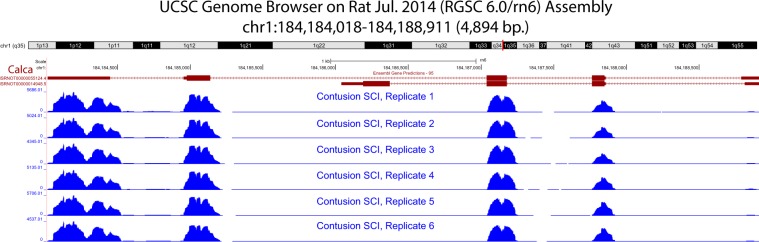
UCSC Genome Browser gene expression tracks. Custom tracks displaying *Calca (calcitonin gene related polypeptide (CGRP) alpha)* expression across the six contusion spinal cord injury (CONT SCI) samples. Expression appears consistent across the samples.

### Potential batch effects

The period between injury and tissue collection varied from 8.5 to 13.5 weeks, depending on experimental condition. This was intentional and resulted from an attempt to balance the requirements of our experimental design and the well-being of the animals. The animals undergoing a complete spinal cord transection required extensive care to ensure their well-being. Given that physiological measures are known to stabilize by four weeks after complete transection^39^, it was deemed acceptable to collect tissue at 8.5 weeks, over 4 weeks beyond this “stabilized” time point. The exercised animals required an initial period of time for introduction to the exercise facility followed by 10 weeks of exercise training, resulting in the 13.5 weeks time point for tissue collection. Studies of spinal cord contusion injury indicate the transition from a sub-acute to chronic stage occurs at 4 weeks post-injury^40^. Consequently, the likelihood of batch effects is low. This is lowered further because tissue was collected by the same individual using the same methods.

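Each group was collected at a single time, so a difference between times cannot be recomputed within a group. In a PCA of all 24 samples, PC1 held 59.7% of the variance and PC2 13.2%. The 10 samples collected at 11.5 weeks lay between -13.8 and -9.20 on PC1, with No SCI at -11.2 ± 0.47 (SD, n = 4) and CONT SCI at -11.3 ± 1.65 (SD, n = 6). The 14 other samples lay between 5.05 and 11.2. Among these, TX SCI from 8.5 weeks lay at 8.45 ± 0.50 (SD, n = 4), CONT SCI + SWIM from 13.5 weeks at 7.60 ± 1.14 (SD, n = 5) and CONT SCI + SWW from 13.5 weeks at 8.12 ± 2.18 (SD, n = 5). TX SCI and the exercised samples differed by 0.589 on PC1 (two-sided exact permutation test, p = 0.504, adjusted 0.504 over 2 tests). On PC2 they did not overlap, with TX SCI between 3.48 and 9.70. CONT SCI + SWIM lay between -2.72 and -1.73 on PC2, and CONT SCI + SWW between -8.25 and 1.12. The means of the 14 and the 10 samples differed by 19.3 on PC1. No test is given, since PC1 was computed from the same samples and this grouping was chosen after the data were seen. TX SCI differed from the mean of the exercise groups at 3246 of 15247 genes at an adjusted p under 0.05, and in the same fit from CONT SCI at 6571 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the stable state of animals at these times, and from tissue collection by 1 person with the same methods, the paper concludes that batch effects have a low likelihood.

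**Figure D1:**
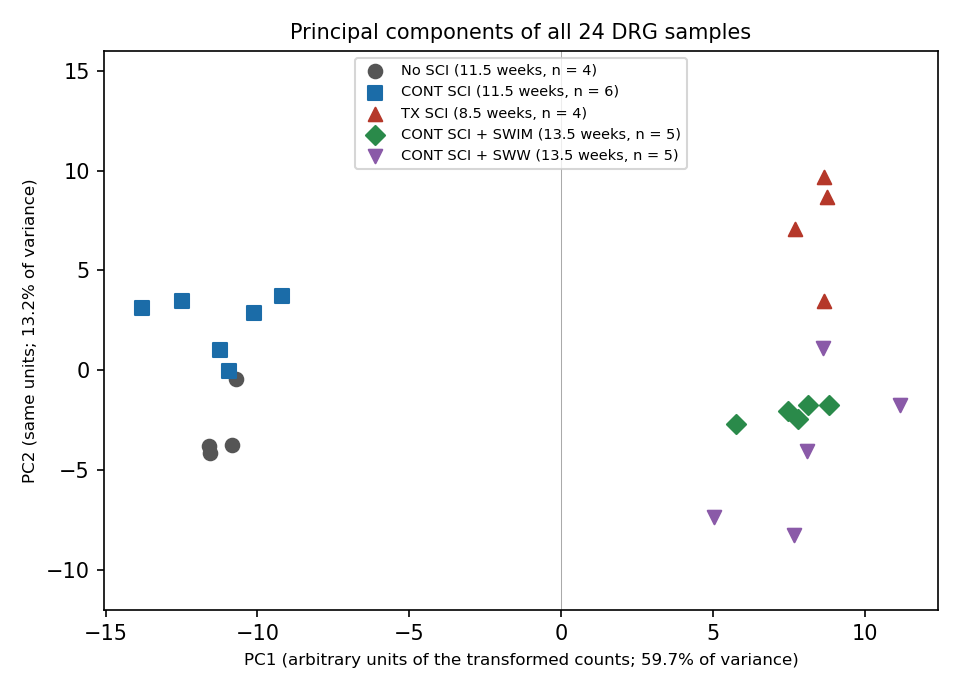
Each point is 1 of the 24 samples, placed by its PC1 (59.7% of variance) and PC2 (13.2% of variance) in arbitrary units of the transformed counts, with the weeks from injury to collection in the legend. The 10 No SCI and CONT SCI samples lie at or below -9.20 on PC1, and the 14 other samples lie at or above 5.05.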

## ISA-Tab metadata file

Download metadata file

## Data Availability

All analyses were performed using open sources software tools. Raw sequencing files were downloaded from Illumina BaseSpace using the Illumina Python Run Downloader^41^. Individual samples were initially divided across four lanes for sequencing, and these files were concatenated into one single end Fastq file using the UNIX cat command. cat <*FN1*>.fastq <*FN2*>.fastq <*FN3*>.fastq <*FN4*>.fastq > <*COND_REP*>.fastq The concatenated sequences were input to FastQC v.0.10.1^27^ for quality control analysis using default parameters. fastqc <*COND_REP*>.fastq -o <FASTQC_DIRECTORY> Fastq files were input to Star 2.6^28^ for alignment specifying BAM file format sorted by coordinate and requesting unmapped read files. STAR–runMode alignReads–outSAMtype BAM SortedByCoordinate –outSAMstrandField intronMotif–outReadsUnmapped Fastx–readFilesIn <*COND_REP*>.fastq.gz –outFileNamePrefix <*COND_REP*>–runThreadN 16–genomeDir Rnor_6.0 –readFilesCommand zcat Read counts for each sample were extracted using HTSeq. 0.10.0^29^. The *reverse* option was used to indicate strand orientation. Illumina’s TruSeq Stranded mRNA protocol was used to sequence the data and produces libraries where the first read is on the opposite strand to the RNA molecule. htseq-count -f bam–stranded=reverse–mode=intersection-nonempty -r name <*COND_REP*>/Aligned.sortedByCoord.out.bam Rattus_norvegicus.Rnor_6.0.93_PARSED.gtf ><*COND_REP*>/gene_counts_Reversed.htseq The raw counts were normalized using DESeq2’s^31,32^ default procedure, relative log expression (RLE), using the *estimateSizeFactors* function. Detailed instructions can be found on the Bioconductor website for DESeq2^42^.

How the deposited data were processed for this re-analysis (not part of the article)

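Whole DRG from 24 rats in 5 groups were sequenced. The authors aligned the reads with STAR to the Rn6 assembly, counted reads per gene with HTSeq on Ensembl annotation without mitochondrial genes, using strand, and deposited the counts as whole numbers without normalization. Reads that map to several places or overlap several genes could be lost from such counts, so near-identical or overlapping genes are uncertain. All columns of the matrix were matched to samples by the group and replicate in their names.

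From the counts, R 4.3.3 was used with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6 for permutations. For each comparison, all groups of the paper's exercise set (20 samples) or injury set (14 samples) entered a single fit, and TX SCI against the exercise groups was fitted over all 24 samples. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 15126 genes in the injury set, 15179 in the exercise set and 15247 over all samples. Libraries were scaled by TMM, and glmQLFTest gave p-values, which were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A gene's standard error is its log2 fold change divided by the square root of its F statistic. Principal components used the blind variance stabilizing transformation and the 500 most variable genes. Differences on an axis were tested by two-sided permutation of samples, exact up to 20 samples and with 100000 permutations above, and the sign of an axis was set so that the first-named group was higher. Normalized counts in the comparison of CONT SCI samples used DESeq2's size factors over all 24 samples, which ranged from 0.577 to 1.41.

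On simulated counts drawn from the real means, dispersions and library sizes, with 200 of 15014 tested genes changed by 1 on the log2 scale, edgeR called 168 of the changed genes (84.0%) and 12 others. DESeq2 called 170 and 45 others. With no gene changed, edgeR called 0 of 15017 genes, of which 719 had an unadjusted p under 0.05. A factor simulated in the exercised and TX SCI libraries over 15126 genes gave a correlation of fold changes of 0.82, and a factor simulated in TX SCI alone gave 0.00542.

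The designs of the comparisons between groups, of the PCA of each set and of the shared axis, their alternatives and the rule for named genes were set before the data were examined, apart from the leave-one-out fits of the shared axis. The PCA of all 24 samples, the measures of consistency over all genes of CONT SCI and the correlation of the exercise difference with CONT SCI against No SCI were chosen afterwards, with their alternatives. The alternatives set first were edgeR's RLE normalization, DESeq2's Wald test, other filters, other samples in the fit, the replicate number as a block, stricter thresholds, other gene numbers and transformations for the PCA, and each replicate left out in turn. The replicate numbers come from the sample names and belong to different animals. The rule named the genes of Fig. 4, Calca and, per comparison, the 3 largest rises and falls with a gene symbol. The annotation table at hand (GRCr8, 47357 genes) carries 0 Ensembl identifiers and matched 0 rows of the matrix, and the files do not pair the identifiers with names. The genes of Fig. 4, Calca, the solute carriers and lists of marker genes were therefore not analysed here. The 4 genes given by identifier were chosen outside that rule after their values were seen, as the 2 largest rises and 2 largest falls of CONT SCI against No SCI with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups. Of all tested genes, 10.6% did not overlap between these groups.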

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

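The tests of thinned libraries, of highly counted genes and of CONT SCI replicate 4 were chosen only after the results were seen. Samples were compared with the others of their group in 71 sets of values, of which about 3.55 would stand apart by chance, and 5 did.

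CONT SCI replicate 4 gave 2 of these 5. Its most counted gene took 2.61% of its counts, against 1.52% to 1.74% in the other CONT SCI samples, and its mean correlation with the other CONT SCI samples was 0.988, against 0.991 to 0.992 for the others. An exchange of labels was tested by its correlation with each group. The highest mean r with another group, No SCI, differed from that with CONT SCI by -0.00486, so it lay closest to its own group. Its total count was the lowest of the 6, but the gap to the next was only 0.113 of their range. Neither an exchanged label nor library size accounts for it by these tests, tissue from outside the DRG was not tested, and no biological explanation was tested.

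No SCI replicate 3 had a size factor of 1.23, against 1.03 to 1.05 in the other No SCI samples, and lay at -0.424 on PC2 of all samples, against -4.16 to -3.75. TX SCI replicate 3 lay at 7.71 on PC1 of all samples, against 8.65 to 8.78 in the other TX SCI samples. Both samples had the largest total count of their group, 33841979 against 29191327 to 30552451 in No SCI and 38730307 against 20040086 to 29033083 in TX SCI. A size factor rises with the depth of counting, so depth accounts for at least part of the first value. After every library was thinned to the smallest total, No SCI replicate 3 lay at -0.476 on PC2, against -4.25 to -3.72, a gap of 0.859 of the range of the 4 samples, above the critical 0.829, so the depth of counting alone does not account for its position. TX SCI replicate 3 then lay at 7.83 on PC1, against 8.62 to 8.78. Its gap was 0.826, against 0.879 before thinning, and fell only just under the critical value. This test therefore does not decide whether depth accounts for its position. No other explanation was tested for the 2 positions, and no biological one.

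The 2 exercise groups differed from each other, and so did the 2 injury groups. Between CONT SCI + SWIM and CONT SCI + SWW, 454 genes passed an adjusted p of 0.05 (edgeR's quasi-likelihood test), the same comparison as that of their differences from CONT SCI. Between TX SCI and CONT SCI, 6113 genes did, the same comparison as that of their differences from No SCI. Of the 16 splits that part the same-numbered CONT SCI + SWIM and CONT SCI + SWW samples, 1 gave as many genes as the real one, which was itself, and likewise 1 of 16 for TX SCI and CONT SCI. So few splits cannot give a share under 0.05. Of 60 splits drawn without regard to the numbers, 1 gave as many genes for each comparison. These 60 splits part fewer same-numbered pairs or as many, and those other than the real one reached at most 244 and 3168 genes. The median of these other splits was 0 genes in each comparison. The exercise groups were collected at the same time, and TX SCI and CONT SCI were not. Tissue from outside the DRG was not tested for either difference, nor a library batch for that of the exercise groups. A batch as a source of the difference between TX SCI and CONT SCI is weighed below and could not be separated from the groups. Neither difference can be told apart from these, and the counts show that the groups differ, not that the effects of exercise or injury do.

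A comparison across the paper's 2 sets, which the paper does not report, also stood out. The log2 fold changes of the exercise groups against No SCI and of TX SCI against CONT SCI share no sample, yet correlated across 15247 genes with r = 0.701 (Spearman's rho 0.491). Genes are not independent replicates. Of the 4387 genes called in the first comparison, 86.0% had the same sign in the second. Among the 15 ways of comparing 2 differences between 4 of the 5 groups, the 6 in which both differences set TX SCI or an exercise group against No SCI or CONT SCI had r from 0.503 to 0.805. The 6 in which only 1 difference did had an absolute r of at most 0.146, and the 3 in which neither did of at most 0.395. Splitting the TX SCI and CONT SCI samples in other ways gave a correlation as far from 0 in 2 of 210 splits, the real one included (two-sided exact permutation test on mean log2 CPM, r = 0.667, p = 0.00952, adjusted 0.0238 over 3 such tests).

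Several explanations of this shared axis were weighed. A factor common to the TX SCI and exercised libraries, such as a library or sequencing batch, predicted r above 0.5 and fewer genes between TX SCI and the exercise groups than between TX SCI and CONT SCI. Both held, with r = 0.701 and 3246 against 6571 genes. The paper's text does not give the library or sequencing batch of each sample, and the sample labels name 2 sets of library kits without saying which sample had which, so a batch could not be separated from the groups. A steady change with weeks from injury predicted a negative correlation, since TX SCI was collected before and the exercise groups after the other groups, and r was 0.701. A change with time that is not steady was not excluded. Library size was tested within groups and by thinning. Within groups, PC1 of the exercise set correlated with log2 total count with r = -0.341 over 20 samples (permutation within groups, p = 0.171; Spearman's rho -0.403, p = 0.116; r = -0.178 without the 2 most extreme totals), in the direction of the difference between groups. In the injury set r was -0.075 (p = 0.848 by the same permutation; rho -0.095, p = 0.775; r = -0.323 without the 2 most extreme totals). Over all 24 samples r was -0.400 (p = 0.0444 by the same permutation; rho -0.446, p = 0.0478; r = -0.341 without the 2), and the smallest of the 6 p-values was 0.143 after Benjamini-Hochberg adjustment. After every library was thinned to 16086670 counts, the correlation of fold changes was 0.698 and the PC1 difference of the exercise set was 18.1, against 20.0, so the depth of counting alone does not account for the axis. Without the 100 genes with the most counts it was 0.703. Tissue from outside the DRG, GC content and gene length were not tested. A biological explanation would be a response shared by transection and by exercise after contusion and absent after contusion alone. The pattern may be that, a batch, a change with time that is not steady or an explanation not tested here, and these cannot be told apart.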

How the results depend on the processing

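Across 34 results and 722 values under alternatives, 678 stayed on the same side of their threshold or within 1.5 times the count or the error of the value, 0 reversed, 4 lost significance and 40 moved further. Because axis signs were set by the groups compared, a PC difference could not reverse. For percentages of variance, correlations and coefficients of variation, the error was a jackknife over samples. The alternatives for the PCA of all samples, the coefficients of variation and the correlation of CONT SCI + SWIM against CONT SCI + SWW with CONT SCI against No SCI, and the samples left out for the shared axis, were chosen after seeing the data. The cause was not tested for any of the changes below.

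An absolute log2 fold change of at least 1 left 162 of 1578 genes for CONT SCI against No SCI, 631 of 5271 for TX SCI against No SCI, 559 of 6113 for TX SCI against CONT SCI and 548 of 6313 for TX SCI against both. It left 461 of 4880 for CONT SCI + SWIM against CONT SCI (91 higher, 370 lower), 626 of 6522 for CONT SCI + SWW against CONT SCI (144 higher, 482 lower), 5 of 454 between the exercise groups, 474 of 6305 for the exercise groups against No SCI and CONT SCI, and 169 of 3246 for TX SCI against the exercise groups. An adjusted p under 0.01 left 873, 3125, 3970 and 4065 genes in the first 4 comparisons, 3033 for CONT SCI + SWIM against CONT SCI, 105 between the exercise groups and 1617 for TX SCI against the exercise groups. DESeq2's Wald test gave 768 genes between the exercise groups. The share of genes called higher moved by at most 7.96 percentage points between edgeR with TMM, edgeR with RLE and DESeq2's Wald test, which also changes the test. That largest shift was between the exercise groups, from 89.2% with TMM to 81.25% with DESeq2, and edgeR with RLE gave 90.8%.

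With the replicate number as a block, 251 genes differed between the exercise groups and 1100 between CONT SCI and No SCI, 1045 of them among the 1578. The block gave 4895 genes for TX SCI against No SCI, 5045 against CONT SCI and 5629 against both, 4301 and 5924 for CONT SCI + SWIM and CONT SCI + SWW against CONT SCI, 5906 for the exercise groups together and 2617 for TX SCI against the exercise groups. Deviations of same-numbered samples correlated with a mean r of -0.005 over 43 pairs, and numbers belong to different animals.

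Leaving out 1 replicate gave 1041 to 1552 genes for CONT SCI against No SCI across 10 fits, 123 to 811 between the exercise groups across 10 fits and 1886 to 3450 for TX SCI against the exercise groups across 14 fits. Of the 1578 genes of CONT SCI against No SCI, 909 were called in all 10 fits, and of the 454 genes between the exercise groups 116 were, with 0 changes of sign. The PC2 difference of the exercise groups ranged from 2.93 to 4.63 across 20 fits, with exact permutation p from 0.00794 to 0.127. The median coefficient of variation in CONT SCI ranged from 8.05% to 10.4%, 5.38% to 8.39% and 6.16% to 9.06% in the 3 expression classes across 6 fits each.

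In the PCA of the exercise set, PC1 held 56.9% of the variance with the 2000 most variable genes, 41.0% with all genes that had a count and 51.4% with log2 normalized counts, and PC2 held 14.9% and 16.5% with the first 2 of these. PC1 of the injury set held 45.2% with all genes that had a count. PC1 of all samples held 51.9%, 37.4% and 48.3% under the 3 settings. With log2 normalized counts, the PC2 difference of the exercise groups was 0.988 (exact permutation p = 0.849, against 0.00794 to 0.0159 under the 4 other settings) and CONT SCI + SWIM then lay on the No SCI side of CONT SCI + SWW, at -0.988. Under that transformation the PC2 difference of CONT SCI and No SCI in the injury set was 18.5 (exact permutation p = 0.0524, against 0.00476 to 0.0524 over all settings). The correlation shared by exercise and TX SCI was 0.631 over genes with at least 10 counts in every sample, and 0.558 for the exercise groups against CONT SCI with TX SCI against No SCI.

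The totals of 16086670 to 38730307 counts per sample limit the genes with few counts, and genes below the filter were not tested. The alternatives for the genes of Fig. 4, their mean expression, solute carriers, Calca, named genes with symbols and marker genes were not run, since the identifiers were not paired with names. A fit with only the groups compared is the fit reported for the comparisons that already use every group of their set.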

Differences from the paper's values

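The number of gene regions and the shares of variance on PC1 and PC2 of both sets lay within 1.5 times the paper's values. The paper places all groups of Fig. 3b in different regions with the samples of each group together. In the PCA computed here, CONT SCI + SWIM and CONT SCI + SWW overlapped on PC2 between 0.596 and 0.730, and 2 of the 5 CONT SCI + SWW samples had a silhouette width below 0. With the transformation given the groups, an alternative set before the data were examined, the 2 groups did not overlap on PC2 (lowest CONT SCI + SWIM sample 0.839, highest CONT SCI + SWW sample 0.193). PC1 and PC2 then held 65.5% and 12.5% of the variance in the exercise set and 64.3% and 14.6% in the injury set, against about 66% and about 13% in Fig. 3b and about 64% and about 15% in Fig. 3c, read by eye from the paper's figure. With the 2000 most variable genes they did not overlap either (0.689 and 0.0745). They overlapped with all genes that had a count (-1.14 and 0.518), with the transformation of all 24 samples (0.640 and 0.701) and with log2 normalized counts (-8.62 and 20.2). Of the 20 fits that each left out a replicate, 10 gave no overlap and 10 did overlap. There was also none after every library was thinned to the smallest total, which was chosen after seeing the values (0.975 and 0.382).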

Other observations

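The tests here were chosen after the positions on PC2 were seen, apart from the counts of other splits.

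For the comparisons of a single group with another, no other split that parts the same-numbered samples gave as many genes as the real one. The real split was 1 of 16 for CONT SCI against No SCI, 1 of 8 for TX SCI against No SCI, 1 of 32 for CONT SCI + SWIM against CONT SCI and 1 of 32 for CONT SCI + SWW against CONT SCI, and the first 2 designs cannot give a share under 0.05. The share was 1 of 100 drawn splits for TX SCI against No SCI and CONT SCI, for the exercise groups against No SCI and CONT SCI and for TX SCI against the exercise groups. Splits drawn without regard to the numbers gave 1 of 60 for CONT SCI against No SCI and for each exercise group against CONT SCI, and 1 of 35 for TX SCI against No SCI. The largest count from another split was 4683 for CONT SCI + SWW against CONT SCI and 3719 for CONT SCI + SWIM against CONT SCI. It was 3040 for TX SCI against the exercise groups and 2146 for the exercise groups against No SCI and CONT SCI. For TX SCI against No SCI and CONT SCI it was 697, for CONT SCI against No SCI 230 and for TX SCI against No SCI 1. The median over the other splits was 0 in every comparison. The splits of each exercise group against CONT SCI include the exchange of all same-numbered samples, nearly a mirror of the real split. Where a side holds 2 groups, a split can exchange labels within that side and leave the comparison nearly unchanged. The largest counts are therefore not a measure of chance alone. The counts of splits show that the groups differ, not why.

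One hypothesis is that the exercise groups differ along the axis that separates CONT SCI from No SCI, with CONT SCI + SWIM on the CONT SCI side. The log2 fold changes of CONT SCI + SWIM against CONT SCI + SWW and of CONT SCI against No SCI share no sample and correlated across genes with r = 0.395. On mean log2 CPM r was 0.405, and 4 of the 252 splits of the 10 exercised samples, mirrors included, gave a correlation as far from 0 (two-sided exact permutation test, p = 0.0159, adjusted 0.0238 over 3 such tests). Splitting the CONT SCI and No SCI samples instead gave p = 0.0286 (two-sided exact permutation test, adjusted 0.0286). Both tests use the samples and the axis on which the positions on PC2 were seen, so they restate those positions and cannot tell whether the hypothesis holds. The side also depends on the transformation. With CONT SCI above No SCI on PC2, CONT SCI + SWIM minus CONT SCI + SWW was 3.88, but -0.988 with log2 normalized counts. The relation may rest on few animals. Without CONT SCI + SWW replicate 2 r was 0.131, the lowest of the 24 fits that each left out a replicate, and the highest was 0.490. With all samples r was 0.576 over genes with at least 10 counts in every sample and 0.395 with edgeR's RLE normalization. Tissue from outside the DRG and a library batch were not tested for this pattern, so it cannot be told apart from them.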
